A study of Mus musculus with 9 samples. Its data were reported in "CTCF Point Mutation at R567 Disrupts Mouse Heart Development via 3D Genome Rearrangement and Transcription Dysregulation" (2024).

How the data were processed

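Hearts of late-gestation C57BL/6N mouse embryos that were wild type, heterozygous or homozygous for a *Ctcf* missense allele made by CRISPR editing had been sequenced by the authors after poly-A capture, with 3 libraries per genotype. The authors trimmed reads with Trim Galore (v0.6.10), aligned them to the mouse genome (mm10) with STAR (v2.7.4a) and quantified genes with RSEM (v1.2.28). The annotation release and the use of strand are not stated. The deposited table holds TPM, a transcript abundance scaled to a common library total, per gene and library, which the authors obtained by dividing estimated counts by effective gene length and by the library's total. The values carry 2 decimals, apart from 42 rows with 3, and sum to between 999100 and 999245 per library. TPM keeps no depth, so the number of reads and the counting error are unknown, and the spread between the 3 libraries of a group is the only measure of precision. The study's own tests used DESeq2 (v1.42.0), which needs counts and was not run here.

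The table lists 24597 symbols, each with 9 library values. The 26 symbols that had been turned into dates were left out, which removed at most 0.0921% of a library's TPM, and 24571 were used. Each library was assigned to its group from its title. Coordinates, biotypes, transcript length and GC content came from GENCODE release M21 on the same build, matched by symbol for 13573 of the 13682 tested genes (99.2%). As *Xist* and 4 Y-linked genes show the sex of each embryo, their values were read per library.

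Values were analysed as log2(TPM + 1) for genes with a mean of at least 1 TPM over the 9 libraries. A linear model with the 3 genotypes was fitted to all 9 libraries with limma (v3.58.1; lmFit, contrasts.fit and eBayes with a mean-variance trend) in R (v4.3.3), without covariates, so that the groups shared 1 estimate of the spread. The comparisons were homozygous against wild type, homozygous against heterozygous and heterozygous against wild type. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within a comparison, and genes with an adjusted p under 0.05 were called. The median standard error of a log2 change was 0.18.

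The comparisons, the tests, the gene lists and the rule for naming genes were fixed before the data were examined. For homozygous against wild type, the 5 called genes with the highest and the 5 with the lowest log2 change were named, and for the other comparisons the 3 highest and 3 lowest. Named genes also needed a mean of at least 5 TPM and no overlap between the compared groups. *Ctcf* and the genes named by the study were added whatever their values. Genes named outside this rule are identified as such in the text.

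The 19 gene lists were the 13 genes named by the study and lists for the sarcomere, calcium handling, nuclear oxidative phosphorylation, mitochondrially encoded genes, fatty acid oxidation, sterol biosynthesis, immediate-early genes, the interferon response, macrophages, erythroid cells, smooth muscle, atrium, ventricle, trabeculae, cell cycle, ribosomal proteins, clustered protocadherins and imprinted genes. The lists were drawn up with the study's text in view. Of the genes named by the study, 9 also stand in other lists, among them 3 in the sarcomere, 3 in the oxidative phosphorylation, 2 in the smooth-muscle and 1 in the sterol list. Lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 19 lists of a comparison, and again with an estimated correlation and with fry. A library's list score was the mean over genes of the log2 value centred on the 9 libraries. Scores were compared by exact two-sided permutation, whose smallest p is 0.1 for 3 against 3 libraries.

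The sign of the heterozygous change at genes called in homozygous against wild type was set against 1000 simulated data sets with the genes' own spread, in which heterozygous libraries had the wild-type means. Marker lists for thymocytes, thymic epithelium, airway and lung, liver and neurons were added after the data had been examined and were summed per library. The share of each named gene's 31-base words that also occur in transcripts of other genes was computed from the GENCODE sequences.

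The procedure was tested on simulated data for the 13682 genes, with 200 genes changed. It recovered 95% of genes changed by a log2 of 2 and 75% of those changed by a log2 of 1. Of 180 calls 10 were false (5.56%), none was made in a comparison without changes, and 0 of 19 unchanged lists was called. The simulated genes varied independently, and the unchanged lists were random draws. How often lists of genes that vary together are falsely called was therefore not tested.

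The counts of calls, the list tests and medians, the heterozygous share and the log2 change of genes named with a test were recomputed with pseudocounts of 0.1 and 5, without a filter on low values, with a mean of at least 5 TPM, after median-ratio scaling, quantile normalization or rescaling without mitochondrially encoded and haemoglobin genes, and without the trend or with robust eBayes. Further settings were arrayWeights, a fit of only the compared groups, a block on replicate number, a loess correction for GC content and length, both together, *Xist* as a covariate, and leaving out each library in turn. The study's criteria (fold change above 2, adjusted p under 0.01) and a fold change above 1.5 were applied to the same fit. A fit to 2 libraries per group, without the 3 libraries highest in other tissues' transcripts, was added after the data had been examined, as was fry with median-ratio scaling. No batch was stated, and none was modelled. Figures were drawn with matplotlib (v3.10.9).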

Results

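Hearts of late-gestation mouse embryos were profiled by RNA sequencing across 3 *Ctcf* genotypes. *Ctcf* encodes a zinc-finger protein that binds DNA and shapes chromatin loops and domains, and the mutant allele carried an amino-acid substitution introduced by CRISPR editing. The data comprised 9 libraries, 3 from wild-type, 3 from heterozygous and 3 from homozygous hearts. Expression was deposited as TPM, transcript abundance corrected for length and scaled to a common total per library, for 24597 gene symbols, of which 13682 had a mean of at least 1 TPM and were tested. TPM totals were fixed between 999100 and 999245 per library, so the number of reads behind each value is unknown. Between 12946 and 14068 genes reached 1 TPM in a library. The mitochondrially encoded transcript *mt-Atp8* was the most abundant in each of the 9 libraries, with 91826 to 115496 TPM. Mitochondrially encoded genes took 26.5% ± 1.76 (SD, n = 3) of the wild-type values, 24.5% ± 2.16 (SD, n = 3) of the heterozygous and 24.2% ± 3.17 (SD, n = 3) of the homozygous values. Pearson correlations of log2 values across genes, which are not independent replicates, spanned 0.937 to 0.982 within groups and 0.920 to 0.982 between groups.

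Transcripts of the X-inactivation gene *Xist* and of 4 Y-linked genes divided the libraries by sex. *Xist* was present in wild-type replicate 1 at 87.8 TPM, in the heterozygous replicates at 114, 146 and 112 TPM, and in homozygous replicate 1 at 123 TPM. It stayed at or below 0.05 TPM in the remaining 4 libraries, which were those with Y-linked transcripts. No heterozygous library had Y-linked transcripts, so the comparisons with this group were not balanced for sex. Marker transcripts of other organs were also unevenly distributed. The summed level of 15 thymocyte genes was 1194 TPM in homozygous replicate 3 against 1.57 to 5.38 TPM in the other libraries, and that of 6 thymic epithelium genes was 285 TPM against 3.5 to 10.3 TPM. The sum of 12 airway and lung genes was 3680 TPM in wild-type replicate 1 and 1670 TPM in heterozygous replicate 1. It was 78.4 TPM in homozygous replicate 1, 57.98 TPM in wild-type replicate 2 and at most 5.06 TPM in the other 5. The sum of 15 liver genes was 3347 TPM in heterozygous replicate 1 and between 17.5 and 72.6 TPM elsewhere. The sum of 9 neuronal genes varied only between 13.8 and 20.4 TPM.

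**Figure D1:**
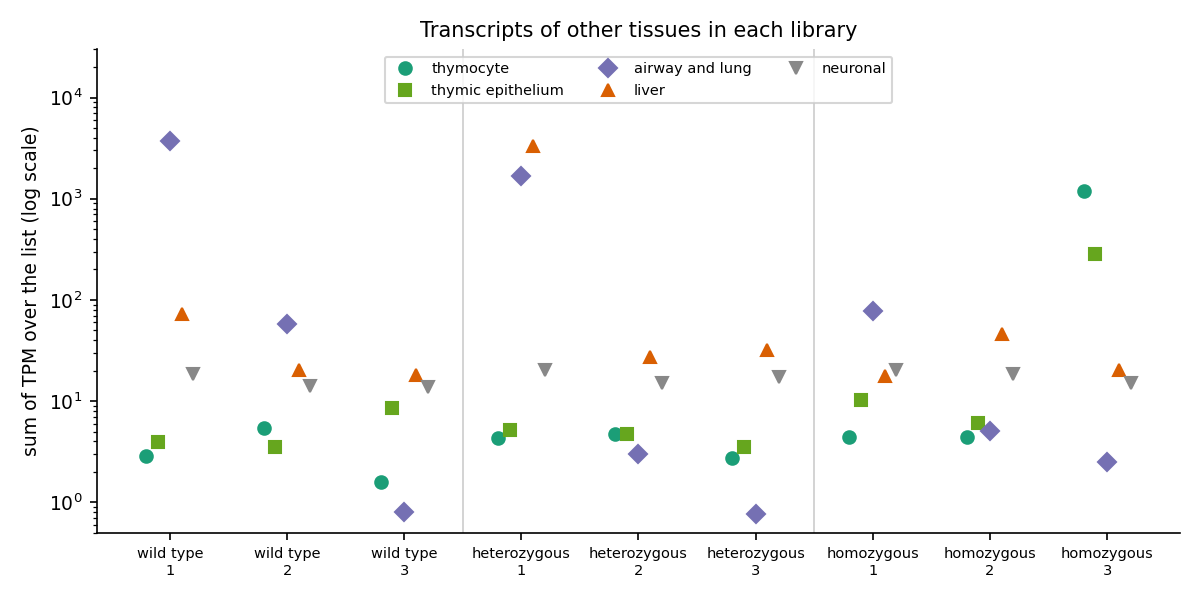
Summed TPM (log scale) of marker genes of other tissues in each of the 9 libraries, with the symbol giving the marker list. Thymus markers reach 1194 and 285 TPM in homozygous replicate 3, airway and lung markers 3680 TPM in wild-type replicate 1 and 1670 TPM in heterozygous replicate 1, and liver markers 3347 TPM in heterozygous replicate 1.

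The *Ctcf* transcript itself (chromosome 8, 105636568 to 105682922, mm10) was detected in every library. Its level was 27.0, 28.95 and 34.3 TPM in wild-type hearts, 33.8, 33.2 and 38.7 TPM in heterozygous hearts and 38.9, 41.4 and 50.2 TPM in homozygous hearts. The group means were 30.1 ± 3.77, 35.2 ± 3.01 and 43.5 ± 5.95 TPM (SD, n = 3 each). Homozygous and wild-type values did not overlap, with a log2 change of 0.52 (SE 0.14) and a limma adjusted p of 0.107. This includes the displacement of all genes described below, and the change was 0.28 after median-ratio scaling and 0.27, the lowest of the 25 settings, after GC and length correction. The changes were 0.29 between homozygous and heterozygous hearts (adjusted p 0.715) and 0.22 between heterozygous and wild-type hearts (adjusted p 0.672). The homozygous change passed the threshold in 2 settings, with arrayWeights and without wild-type replicate 3, where it was 0.61. Across the 25 settings that refitted the gene the adjusted p ran from 0.0131 to 0.340. A substitution need not alter transcript level, so these values neither check nor contradict the genotype labels.

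The comparison of homozygous with wild-type hearts addressed which transcripts the mutation altered during heart development. At a limma adjusted p under 0.05, 46 of the 13682 genes differed, 26 higher and 20 lower in homozygous hearts. The TPM values of the compared groups were without overlap at each of the 46 genes. Over all tested genes 3379 (24.7%) were without overlap, where chance gives 10%, and 3426 had an unadjusted p under 0.05, where 684 would be drawn by chance. The distribution as a whole was displaced, with a median log2 change of 0.23 and 81.7% of genes above 0. Changes of gene lists are therefore given below relative to this median, while those of single genes are given on the log2(TPM + 1) scale of the deposited values, which understates the change of low genes. After median-ratio scaling, which brought the median to 0.02, 229 genes were called, 42 higher and 187 lower. The share of higher calls thus went from 56.5% to 18.3% with the scaling. Quantile normalization gave 71 calls, 12 higher and 59 lower, and the correction for GC content and length gave 136, of which 31 were higher and 105 lower. The setting that moved the count most was weighting of libraries by their spread (arrayWeights), which gave 5068 calls, 4811 of them higher. Single libraries also decided the count, since 2170 genes (2030 higher) were called without wild-type replicate 3 and 247 (218 higher) without homozygous replicate 3, against 14 (5 higher) without wild-type replicate 1 and 13 (4 higher) without wild-type replicate 2. Leaving out homozygous replicate 2 gave 22 calls (9 higher), homozygous replicate 1 gave 28 (9 higher), and heterozygous replicates 1, 2 and 3 gave 27, 28 and 28 (13, 14 and 14 higher).

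**Figure D2:**
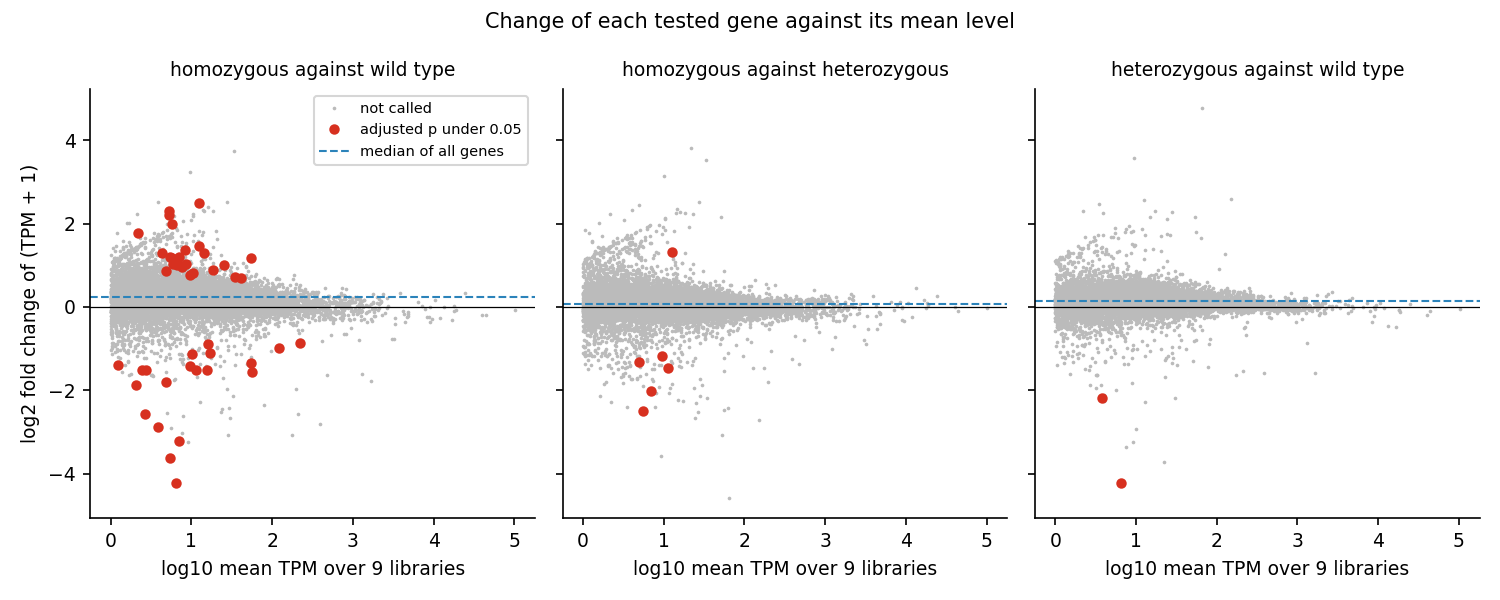
Log2 fold change of (TPM + 1) against log10 mean TPM over the 9 libraries for each of the 13682 tested genes in the 3 comparisons. Red points have a limma adjusted p under 0.05 (46, 6 and 2 genes), and the dashed line is the median of all genes (0.23, 0.08 and 0.15).

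Of the genes with higher transcript levels in homozygous hearts, *Serpinb9* (chromosome 13, 33003250 to 33017957) rose from 3.61 ± 0.711 TPM in wild-type to 9.27 ± 0.815 TPM in heterozygous and 24.9 ± 3.84 TPM in homozygous hearts (SD, n = 3 each), a log2 change between homozygous and wild-type hearts of 2.49 (SE 0.16, limma adjusted p 0.000122). With a pseudocount of 0.1 its change was 2.76, and that of *Gm20186*, described below, was 2.94. The secreted Wnt antagonist gene *Sfrp5* (chromosome 19, 42197971 to 42202252) was at 1.55 ± 0.28, 2.94 ± 0.483 and 11.2 ± 3.93 TPM in the same order, with a log2 change of 2.21 and an adjusted p of 0.00453. The remaining 3 genes named by the rule are uncertain, because their reads can be shared with other genes. The lincRNA *Gm20186* (chromosome 6, 18845910 to 18848207) went from 1.26 to 4.13 and 10.3 TPM with an adjusted p of 0.00127. It overlaps *Gm26809* and shared 80.5% of its 31-base words with other genes. The antisense transcript *2510046G10Rik* (chromosome 7, 126648543 to 126649594), which overlaps *Sgf29*, went from 1.72 to 5.77 and 9.80 TPM with an adjusted p of 0.0201. The glutathione transferase gene *Gstp2* (chromosome 19, 4040285 to 4046023) went from 6.73 to 10.2 and 20.3 TPM with an adjusted p of 0.0143, and shared 60.3% of its words with other genes, mostly *Gstp1*. *Serpinb9*, *Sfrp5* and *Gm20186* passed the threshold in 25 of 25 settings, *Gstp2* in 17 and *2510046G10Rik* in 16.

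Among the genes with lower levels, *Serpinb6b* (chromosome 13, 32965209 to 32979067) lies beside *Serpinb9* and moved the opposite way. Its level was 14.5 ± 1.43 TPM in wild-type, 5.76 ± 0.652 TPM in heterozygous and 0.667 ± 0.216 TPM in homozygous hearts (SD, n = 3 each), a log2 change of −3.22 (SE 0.17, limma adjusted p 2.16e-05). The skeletal actin gene *Acta1* (chromosome 8, 123891769 to 123894751) was at 72.3 ± 6.78, 71.9 ± 14.9 and 25.3 ± 10.8 TPM, with a log2 change of −1.56 and an adjusted p of 0.0484. Its adjusted p reached 0.235 without wild-type replicate 2, and it passed in 10 of 25 settings. *Tceal7* (chromosome X, 136214779 to 136226100) was at 21.8, 18.3 and 7.12 TPM, with an adjusted p of 0.0381. It overlaps *Bex1*, so its share of reads is uncertain, and it passed in 13 of 25 settings, with an adjusted p of 0.220 without wild-type replicate 2. A pair of processed pseudogenes completed the group. *Gm13532* (chromosome 2, 57628989 to 57629228) had 30.3, 17.9 and 9.92 TPM in the wild-type libraries and was listed at 0 in the heterozygous and homozygous libraries. *Gm12854* (chromosome 4, 116067268 to 116067564) had 8.32, 14.2 and 12.0 TPM in wild-type and 6.17, 2.64 and 6.01 TPM in heterozygous libraries and was listed at 0 in the homozygous libraries. Their adjusted p was 0.000396 each. They shared 63.3% and 85.8% of their 31-base words with other genes, so their counts depend on how reads were divided, and *Gm12854* also lies within the span of *Uqcrh* on the opposite strand. *Serpinb6b*, *Gm13532* and *Gm12854* passed the threshold in 25 of 25 settings.

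**Figure D3:**
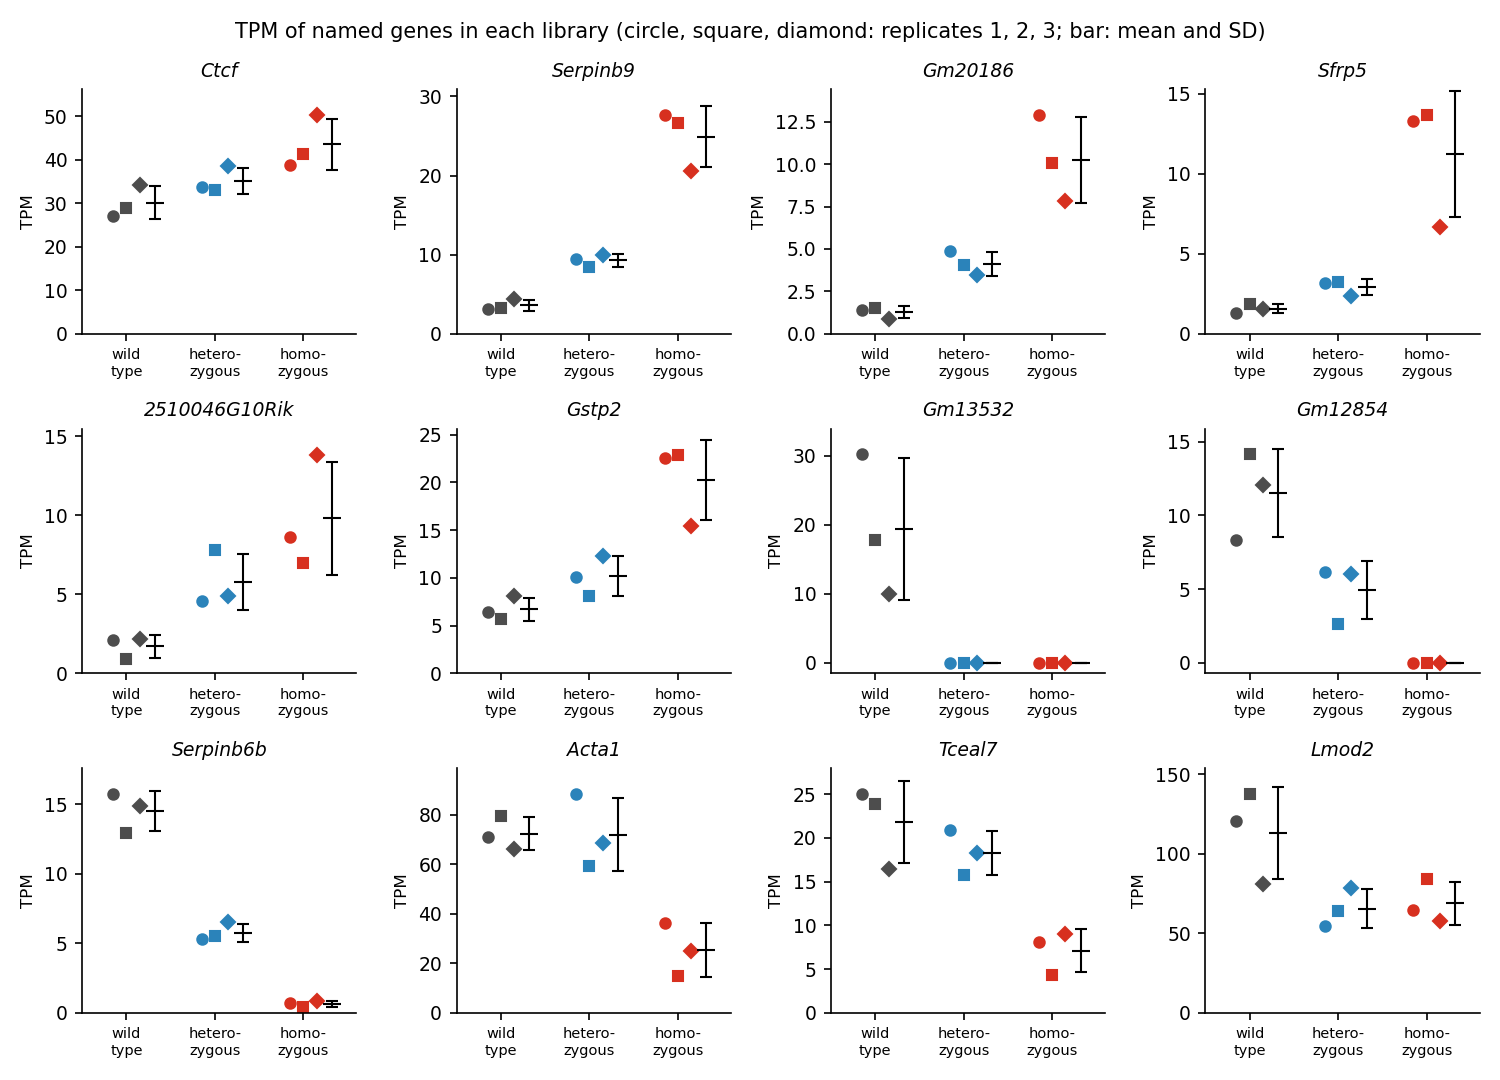
TPM of 12 genes in each library, by genotype, with the symbol giving the replicate number and the bar the mean and SD of 3 libraries. *Serpinb9* rises from 3.61 to 24.9 TPM and *Serpinb6b* falls from 14.5 to 0.667 TPM between wild-type and homozygous hearts, with heterozygous libraries in between. *Lmod2* is at 81.1 TPM in wild-type replicate 3 and at 83.9 TPM in homozygous replicate 2.

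The 13 genes of muscle contraction, mitochondrial function and metabolism that the study named as decreased were examined as a list. All 13 had lower levels in homozygous than in wild-type hearts, with a median log2 change of −0.67 relative to all genes. Over all genes tested only *Acta1* was called, while 13 were called when the p-values were adjusted over the list alone. The study chose the list on these samples, so that count is not independent evidence. *Uqcrh* went from 1414 ± 32.8 to 1141 ± 36.1 TPM (SD, n = 3 each) and *Ndufs6* from 409.9 ± 20.03 to 332 ± 18.96 TPM. *Cnn1* went from 24.2 ± 1.78 to 10.4 ± 5.10 TPM and *Myl9* from 906 ± 38.4 to 588 ± 155 TPM. *Lmod2*, whose promoter contacts were followed in the study, had 120.4, 137 and 81.1 TPM in wild-type, 54.4, 63.8 and 78.4 TPM in heterozygous and 64.6, 83.9 and 57.9 TPM in homozygous libraries. Its homozygous and wild-type values overlapped, and the log2 change of −0.69 had a limma adjusted p of 0.120. For the other 8, *Lmod3*, *Ehd4*, *Atp5k*, *Dbi*, *Fdps*, *Syt7*, *Cryab* and *Acta1*, the log2 changes spanned −1.56 to −0.28. The direction was downward for each of the 13 genes in every setting tried.

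The 19 gene lists fixed before the data were examined were tested with limma's camera at its preset correlation. In homozygous against wild-type hearts, 14 lists passed an adjusted p of 0.05, each of them downward relative to the other genes. Only the list of genes named by the study held with an estimated correlation (adjusted p 0.0217) or with the rotation test fry (adjusted p 0.00625). fry tests the change itself, including the displacement of all genes, and passed 6 lists after median-ratio scaling, a setting chosen after the data were examined. When each library was scored by the list mean, the list named by the study and the clustered protocadherins separated the 2 genotypes without overlap. Each had an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow. Median log2 changes relative to all genes were −1.16 for immediate-early genes (camera adjusted p 2.24e-27), −0.88 for interferon-response genes (1.38e-19) and −0.80 for clustered protocadherins (1.47e-12). The immediate-early median became −1.54 without wild-type replicate 3, and the interferon median −0.55 without homozygous replicate 1. Protocadherin transcripts of a cluster share 3′ exons, so the division of their reads is uncertain. The medians were −0.68 for erythroid genes (adjusted p 0.000339), which became −1.22 without wild-type replicate 3 and −0.38 without wild-type replicate 1, and −0.67 for the genes named by the study (5.17e-26). They were −0.41 for mitochondrially encoded genes (2.99e-07), −0.39 for smooth-muscle genes (1.50e-07), −0.33 for nuclear oxidative phosphorylation genes (3.03e-25) and −0.30 for sterol biosynthesis genes (6.81e-06). The mitochondrially encoded median was −0.25 without homozygous replicate 1, and this list turned upward with quantile normalization (adjusted p 0.936).

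For sarcomere genes the median was −0.28 (adjusted p 4.84e-09), with 1 gene called over all genes and 1 adjusted over the list alone. Calcium-handling genes had a median of −0.19 (0.00403), fatty acid oxidation genes of −0.18 (0.0162), macrophage genes of −0.17 (0.00766) and ventricular genes of −0.04 (0.00766). Each of these 4 lists passed in 7 of the 9 fits that left out a library. Without homozygous replicate 3 the medians of calcium-handling and fatty acid oxidation genes were −0.05 each and that of ventricular genes 0.03. Without wild-type replicate 1 the ventricular median was −0.12 and the macrophage median −0.02. Cell-cycle genes (−0.13, adjusted p 0.0877), ribosomal protein genes (−0.11, 0.831), atrial genes (0.10, 0.676), trabecular genes (0.10, 0.408) and imprinted genes (0.10, 0.0943) did not pass. Single libraries moved each of these 5 medians by over 1.5 times. Cell-cycle genes stood at 0.01 without homozygous replicate 2 and at −0.21 without homozygous replicate 3. Ribosomal protein genes stood at 0.01 without wild-type replicate 1 and at −0.22 without wild-type replicate 3, and trabecular genes at −0.03 and 0.32 without the same libraries. Atrial genes stood at −0.04 without wild-type replicate 3 and at 0.27 without homozygous replicate 3, and imprinted genes at 0.02 without homozygous replicate 2 and at 0.27 without homozygous replicate 3. Adjusted over the list alone, 14 immediate-early, 10 interferon-response, 9 protocadherin, 4 smooth-muscle, 3 ventricular, 3 trabecular, 2 calcium-handling and 2 macrophage genes were called. Over all genes tested, the calls in these lists were 2 calcium-handling genes, 1 protocadherin gene and 1 macrophage gene.

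**Figure D4:**
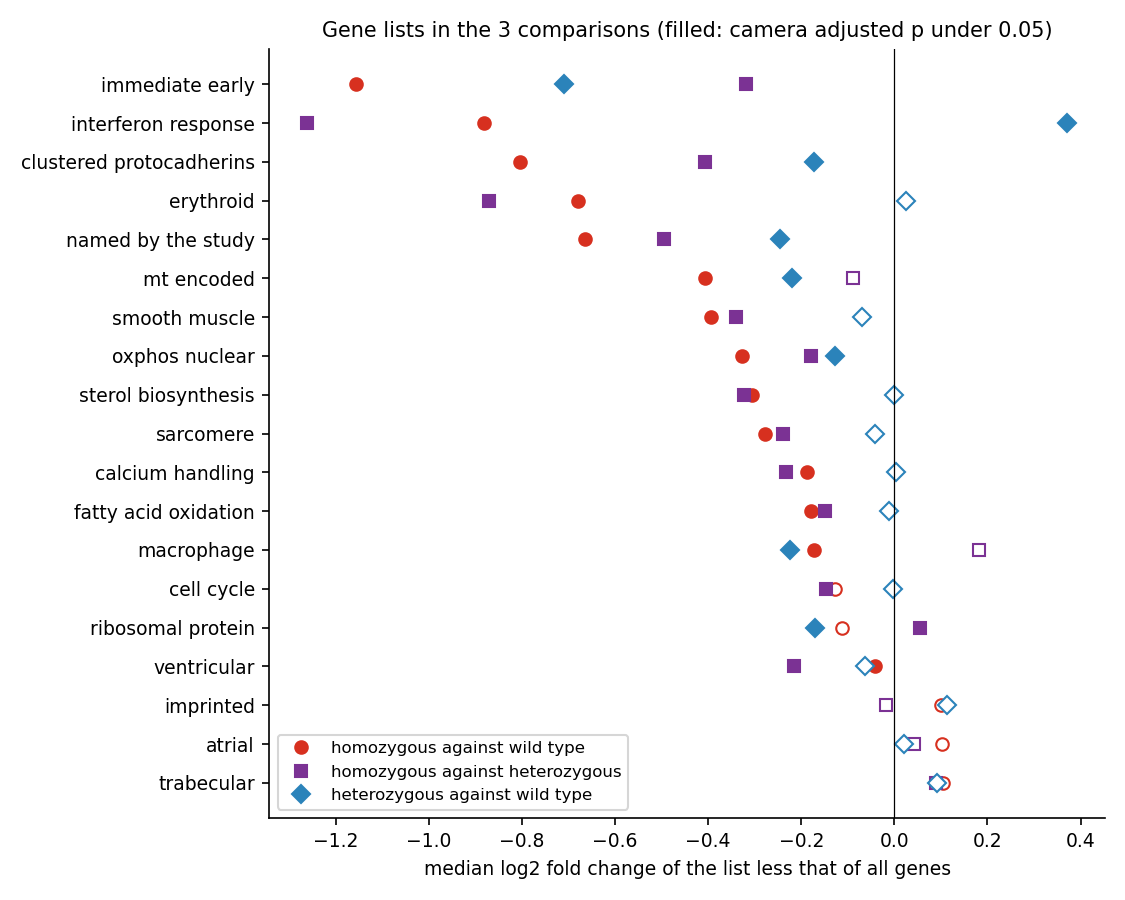
Median log2 fold change of each of the 19 gene lists less that of all genes, in the 3 comparisons, with filled symbols where the camera adjusted p was under 0.05. Immediate-early genes lie at −1.16 in homozygous against wild-type hearts, and interferon-response genes at −1.26 in homozygous against heterozygous hearts. With quantile normalization the mitochondrially encoded list turned upward in homozygous against wild-type hearts.

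The comparison of homozygous with heterozygous hearts, which differ in the number of mutant alleles, gave 6 genes at a limma adjusted p under 0.05, 1 higher and 5 lower in homozygous hearts. The median log2 change of all genes was 0.08, 2173 genes (15.9%) were without overlap where chance gives 10%, and 978 had an unadjusted p under 0.05. *Serpinb9* was the gene that rose (log2 change 1.33, SE 0.16, adjusted p 0.0347). *Serpinb6b* (−2.02, adjusted p 0.00226) and *Gm12854* (−2.51, adjusted p 0.0242) fell, as did *Nmrk2* (chromosome 10, 81198170 to 81202051), which was at 14.6 ± 3.48 TPM in heterozygous and 4.56 ± 0.678 TPM in homozygous hearts (SD, n = 3 each; adjusted p 0.0362). The other 2, *Man2b2* and *Tstd3*, were named after their values were seen. *Man2b2* went from 5.29 to 1.53 TPM and *Tstd3* from 10.99 to 4.31 TPM, with an adjusted p of 0.0407 each, and each passed in 9 settings. All 6 genes were among the 46 called against wild-type hearts. Weighting of libraries moved the count most, to 43. No gene was called with *Xist* as a covariate, where 453 had an unadjusted p under 0.05, nor with only the 2 groups in the fit, where 1095 did. Fits without a library gave 1 call (without wild-type replicate 2, heterozygous replicate 3 or homozygous replicate 1), 2 (without wild-type replicate 1 or 3), 3 (without homozygous replicate 2), 4 (without heterozygous replicate 1 or 2) or 6 (without homozygous replicate 3). The last fit reversed the balance, with 5 genes higher and 1 lower, and 2 of its 6 genes were shared with the fit to all libraries. Without homozygous replicate 2, 2 genes were higher and 1 lower. *Serpinb6b* passed in 23 of 25 settings, *Serpinb9* in 13, *Gm12854* in 11 and *Nmrk2* in 9.

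Between homozygous and heterozygous hearts 14 of the 19 lists passed with camera, 13 downward and the ribosomal protein genes upward (median relative to all genes 0.06, adjusted p 6.78e-07). With an estimated correlation 0 passed, where 2 had an unadjusted p under 0.05, and with fry the list named by the study passed (adjusted p 0.0308). The median was −1.26 for interferon-response genes (camera adjusted p 5.77e-31), of which 24 of 25 were lower and 21 were called when adjusted over the list alone, while none was among the 6 genes called over all genes. Their list scores did not overlap between the genotypes (exact two-sided permutation p 0.1). The same held for the genes named by the study and for sarcomere, clustered protocadherin and ribosomal protein genes. The median was −0.87 for erythroid genes (camera adjusted p 0.000541). It became −0.34 without heterozygous replicate 1 and −1.29 without heterozygous replicate 3. Heterozygous replicate 1, the library with the liver transcripts, had an erythroid list score of 1.16. The score was −0.003 and −0.30 in heterozygous replicates 2 and 3. A contribution of tissue from another organ to the erythroid difference is therefore not excluded. The medians were −0.49 for the genes named by the study, −0.41 for clustered protocadherins, −0.32 for immediate-early genes, −0.24 for sarcomere genes and −0.18 for nuclear oxidative phosphorylation genes. As the study chose its genes on these homozygous libraries, their values here are not independent evidence either. Ribosomal protein genes stood at −0.02 without homozygous replicate 3, which reverses their median.

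Heterozygous and wild-type hearts were compared to learn whether a single mutant allele altered expression. At a limma adjusted p under 0.05, 2 genes differed, both lower in heterozygous hearts, with 940 genes at an unadjusted p under 0.05. The median log2 change was 0.15, and 1889 genes (13.8%) were without overlap where chance gives 10%. The 2 genes were *Gm13532*, listed at 0 in the heterozygous libraries (adjusted p 0.00158), and *Spp1*, which was named after its values were seen. *Spp1* had 8.90, 7.41 and 12.9 TPM in wild-type, 1.85, 0.74 and 1.43 TPM in heterozygous and 0.43, 0.52 and 0.30 TPM in homozygous libraries, with a log2 change of −2.19 in heterozygous hearts (adjusted p 0.0331). It passed in 9 of 24 settings. Both were among the 46 genes called in homozygous against wild-type hearts, and neither was among the 6 called between homozygous and heterozygous hearts. The count was furthest from 2 without wild-type replicate 3, where 6 genes were called, 1 higher and 5 lower. It was 4 without heterozygous replicate 1, 2 higher and 2 lower, and 1 without each of the other 7 libraries. It was 0 with only the 2 groups in the fit, where 1024 genes had an unadjusted p under 0.05. With camera 8 lists passed, 7 of them downward. The genes named by the study had a median of −0.25 relative to all genes (adjusted p 6.15e-09), passed in 9 of the 9 fits without a library, and had list scores without overlap (exact two-sided permutation p 0.1). Such scores were found for 4 of the 19 lists. Atrial, trabecular and imprinted genes also had them, with higher scores in heterozygous hearts. The scores include the displacement of all genes. The study chose its genes for lower levels in homozygous hearts than in these same wild-type libraries. Their median in heterozygous hearts can thus fall below 0 without a heterozygous effect. Of the 9 fits, the 3 without a homozygous library left that median unchanged. The interferon-response genes were upward (median 0.37, adjusted p 0.0459) and passed in 5 of the 9 fits. Their median became 0.12 without heterozygous replicate 3 and 0.57 without heterozygous replicate 2. With an estimated correlation 0 passed, where 2 had an unadjusted p under 0.05, and with fry 0 passed, where 0 had an unadjusted p under 0.05. The median of immediate-early genes was −0.71 (adjusted p 4.32e-29), and −1.20 without wild-type replicate 3.

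The position of heterozygous hearts was examined at the 46 genes called in homozygous against wild-type hearts. The heterozygous change had the sign of the homozygous change at 45 genes (97.8%) and was also the smaller at 44, with a slope through 0 of 0.50. The comparisons share their wild-type libraries, so a share above chance arises with no heterozygous effect. In 1000 simulated data sets whose heterozygous libraries had the wild-type means, the share was 67.5% on average, with 95% of the data sets between 54% and 79.0%, and the slope was 0.08. When the median shift of all genes was added to the simulated heterozygous libraries, the share was 70.3% on average. None of the 1000 data sets of either kind reached the observed share or slope. The simulated genes varied independently, so deviations that many genes share within a library are not covered. When the genes were called without wild-type replicate 1 and the heterozygous mean was set against that library alone, 13 of 14 genes (92.9%) shared the sign, and 12 of 13 (92.3%) did so for wild-type replicate 2. For wild-type replicate 3 the figure was 1044 of 2170 (48.1%), with 48.2% of the 2030 higher and 46.4% of the 140 lower genes, and after median-ratio scaling it was 244 of 392 (62.2%). Against this library the heterozygous position was thus not clearly seen. The 3 genotypes were in order without overlap at 30 of the 46 genes and at 259 of all 13682 genes (1.89%), where chance gives 0.119%.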

Values the study reported

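In homozygous embryonic hearts the study reported 64 upregulated and 148 downregulated genes relative to wild type, selected at a fold change above 2 and an adjusted p below 0.01. It described the differences between heterozygous and wild-type hearts as minimal. Genes it named as decreased in homozygous hearts included *Acta1*, *Myl9*, *Lmod2*, *Lmod3* and *Cnn1*.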

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

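The single-gene and list results were compared with their values under each alternative. Of 1143 comparisons for lists, 937 kept their direction and their side of the threshold, 152 no longer passed, 19 newly passed and 35 reversed. List medians relative to all genes moved by at least the spread between replicates in 51 of 1419 comparisons. Of 922 comparisons for named genes, 730 kept both, 156 lost their call, 36 gained one and 0 reversed. Counts were within 1.5 times of the reported value in 180 of 352 comparisons. Among the genes named by the rule in homozygous against wild type, *Serpinb9*, *Gm20186*, *Sfrp5*, *Gm13532*, *Gm12854* and *Serpinb6b* were called in each of 25 settings, with the highest adjusted p at 0.0455 for *Sfrp5* without a filter on low values. Unless a reason is given, the cause of a change was not tested.

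For homozygous against wild type, where 46 genes were called, 22 were called without a filter on low values, where 24571 genes were tested in place of 13682. Median-ratio scaling gave 229, of which 44 were among the 46. Quantile normalization gave 71 (30 shared), rescaling without mitochondrially encoded and haemoglobin genes 77 (45 shared), GC and length correction 136 (40 shared) and arrayWeights 5068 (46 shared). arrayWeights gave wild-type replicate 3 a weight of 0.356 and homozygous replicate 3 a weight of 0.258, and 2170 genes were called when wild-type replicate 3 was left out. A fit of only the 2 groups gave 11 calls, with fewer libraries behind the spread. The criteria of a fold change above 2 and of a fold change above 1.5, both at an adjusted p under 0.01, left 12 and 14 genes. A fit to 2 libraries per group, chosen after the data were examined, gave 11 calls, 7 of them shared. Across the 9 fits that each left out 1 library, the count ran from 13 (without wild-type replicate 2) to 2170 (without wild-type replicate 3).

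For homozygous against heterozygous, with 6 calls, a pseudocount of 5 gave 2 and no filter on low values 2. Median-ratio scaling gave 15, quantile normalization 11, rescaling without mitochondrially encoded and haemoglobin genes 10, arrayWeights 43 and GC and length correction 13. Only the 2 groups in the fit gave 0, with 1095 genes at an unadjusted p under 0.05, and the *Xist* covariate gave 0, with 453. Either fold criterion left 1. Fits without 1 library gave from 1 (without homozygous replicate 1, among others) to 6 (without homozygous replicate 3).

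For heterozygous against wild type, with 2 calls, a pseudocount of 0.1 gave 1, a mean of at least 5 TPM 1, median-ratio scaling 5, quantile normalization 4, arrayWeights 4, the *Xist* covariate 1, either fold criterion 1 and 2 libraries per group 5. Only the 2 groups in the fit gave 0, with 1024 genes at an unadjusted p under 0.05. Fits without 1 library gave from 1 (without wild-type replicate 1, among others) to 6 (without wild-type replicate 3).

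Libraries with the same replicate number were not paired. The correlations of their deviations from the group means were 0.06, 0.04 and −0.03 for homozygous against wild type, 0.02, −0.001 and −0.03 for homozygous against heterozygous and 0.36, 0.06 and 0.30 for heterozygous against wild type, not all above 0.1 in any comparison. With the replicate block, 17, 1 and 1 genes were called in the 3 comparisons. With the replicate block and GC and length correction together, 72 were called in homozygous against wild type and 1 in heterozygous against wild type.

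Lists depended on the test. The preset correlation gave 14, 14 and 8 lists, the estimated correlation 1, 0 and 0 (with 3, 2 and 2 at an unadjusted p under 0.05) and fry 1, 1 and 0 (with 3, 3 and 0). Unlike camera, fry tests the change itself and so includes the shift of all genes. With median-ratio scaling, chosen after the data were examined, fry gave 6, 3 and 0 lists, so part of its difference from camera follows the shift. In homozygous against wild type, fatty acid oxidation genes turned upward with fry (0.834) and without homozygous replicate 3 (0.724, the fits without 1 library running from 9.04e-05 to 0.724). Ventricular genes turned upward with fry (0.967), and mitochondrially encoded genes turned upward with quantile normalization (0.936). In heterozygous against wild type, nuclear oxidative phosphorylation genes turned upward with fry (0.931). With fry and median-ratio scaling together, fatty acid oxidation and ventricular genes were downward again.

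Of the 5 lists that did not pass in homozygous against wild type, imprinted genes kept their direction in every setting. They passed in 6 of 28 settings, with an adjusted p of 1.14e-05 to 0.515 across the fits without 1 library. Cell-cycle genes passed in 9 of 28, with an adjusted p of 0.000934 to 0.885 across those fits. Atrial, trabecular and ribosomal protein genes, all downward with camera, turned upward under the following settings, with adjusted p in this order. With quantile normalization the values were 0.334, 0.705 and 2.89e-09, with GC and length correction 0.503, 0.783 and 0.384, with the replicate block and that correction 0.455, 0.851 and 0.455, with fry 0.748, 0.721 and 0.433, and with 2 libraries per group 2.90e-06, 0.292 and 0.0466. Atrial and trabecular genes alone turned upward with median-ratio scaling (0.745 each), arrayWeights (0.121 and 0.889) and fry with median-ratio scaling (0.902 and 0.818). Atrial and ribosomal protein genes alone did so without a filter on low values (0.794 and 0.175), and cell-cycle genes with fry only (0.795). Across the fits without 1 library, where some also reversed, the adjusted p ran from 0.000328 to 0.782 for atrial, from 0.120 to 0.566 for trabecular and from 0.000353 to 0.882 for ribosomal protein genes.

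The *Ctcf* log2 fold change in homozygous against wild type, 0.52 with an adjusted p above the threshold, was past it with arrayWeights (0.46) and without wild-type replicate 3. It was lowest with GC and length correction (0.27) and was 0.28 with median-ratio scaling. Across the fits without 1 library it ran from 0.41 to 0.61. The heterozygous change at genes past the threshold in homozygous against wild type had the sign of the homozygous change at 81.8% (2 libraries per group) to 100% of genes over the settings.

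A mitochondrially encoded list could not be tested after those genes were removed. Genes and lists left without tested members by a higher filter have no value under it. The depth behind each TPM value is unknown, so its effect on low genes could not be examined.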

Other observations

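The tests added in this part were chosen after the results they concern had been seen. Values from the analyses described above are also used. These include the heterozygous share at called genes, median-ratio scaling, GC and length correction, and the study's criteria.

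The grouping of libraries was examined by refitting every split of the 6 libraries of a comparison into 3 and 3. For homozygous against wild type, 1 of the 10 splits gave as many genes as the real one, which is the real split itself, and other splits gave at most 1 gene against 46. For homozygous against heterozygous, 1 of the 10 splits gave as many, with at most 2 genes in the others against 6. For heterozygous against wild type, 3 of the 10 splits gave as many as the 2 genes of the real one. With 10 splits the share cannot go below 0.1, so genotype and an accidental division of the libraries cannot be told apart by this test in any of the comparisons.

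Several libraries carried transcripts of neighbouring organs, and tissue carried over at dissection is a candidate source. In homozygous replicate 3, 15 of the 15 thymocyte genes exceeded 2 times the highest other library, led by *Trbc2* (244 TPM), *Tcf7* (158 TPM) and *Trbc1* (145 TPM). Of the 6 thymic epithelium genes, 6 did so, led by *Prss16* (130 TPM), which argues against circulating T cells as the only source. In wild-type replicate 1 and heterozygous replicate 1, 9 of the 12 airway and lung genes did so in both, with *Scgb3a2* at 2355 and 1053 TPM and *Scgb3a1* at 1001 and 525 TPM. The rise did not extend to the neuronal genes, whose sum was at most 1.34 times the median of the other 7 libraries. Against the same libraries the lung sum was 1215 and 551 times its median. A single list of another tissue cannot exclude a broader carry-over, and liver genes also rose in heterozygous replicate 1. In that library 15 of the 15 liver genes exceeded 2 times the highest other library, led by *Alb* (1305 TPM) and *Ahsg* (479.9 TPM). At a median of 1 TPM or more over the libraries, the hearts also expressed 1 thymocyte, 1 thymic epithelium, 1 airway and lung, 5 liver and 4 neuronal genes of these lists. None of the listed genes stands in another list or was named by the study. The transcripts could also come from cells of those organs lying within the heart sample, which was not tested. With the 3 libraries left out together, 11 genes were called in homozygous against wild type, 7 of them among the 46.

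Homozygous replicate 3 was also tested as a wild-type sample under the wrong label. Genes were called without it, and its distance to the groups was taken after median-ratio scaling. It lay nearer to the other homozygous libraries at 74.4% of 199 genes, against 2.86% and 0% for wild-type replicates 1 and 2 treated the same way and 91.8% and 93.2% for the other homozygous libraries. In the deposited values the share was 38.1% of 247 genes, of which 218 were higher in the other homozygous libraries. Wild-type replicate 3 stood at 44.1% of 392 genes after scaling and at 74.4% of 2170 genes in the deposited values, of which 2030 were higher. At *Serpinb6b* homozygous replicate 3 had 0.87 TPM and wild-type replicate 3 had 14.9 TPM, each in the range of its own group. The scaled values argue against a wrong label for homozygous replicate 3, while the deposited values, in which most of the genes compared moved the same way, place both libraries nearer to the other group. Both libraries had the lowest weights with arrayWeights, 0.258 and 0.356.

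The upward displacement of all genes in homozygous against wild type, a median log2 change of 0.23, was tested against a few explanations. It stayed at 0.19 after rescaling without mitochondrially encoded and haemoglobin genes and at 0.14 after rescaling without the 100 most abundant genes, so neither accounts for all of it. It was at least 0.21 in each of the 10 deciles of GC content, which argues against GC content. It rose over the deciles of transcript length from 0.063 to 0.34. Over the deciles of mean TPM it went from 0.23 in the lowest and 0.32 in decile 4 to 0.072 in the highest. With genes divided into 5 groups by each property, both trends remained, from 0.03 in short abundant genes and 0.16 in short genes of low level to 0.19 and 0.32 in long ones. The shift did not follow genotype in every library. The factors of median-ratio scaling were 0.837, 0.873 and 1.04 in wild-type replicates 1, 2 and 3, and 1.11, 1.14 and 0.985 in the homozygous replicates. The median log2 change was 0.18 without wild-type replicate 1, 0.20 without replicate 2 and 0.31 without replicate 3. A bias that follows length, such as RNA degradation that differs between samples, one that follows expression level, and a broad change of expression cannot be told apart here, because the shift comes close to 0 in some deciles and TPM has no external standard.

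The lower immediate-early genes in heterozygous and homozygous libraries may reflect induction in wild-type replicates 1 and 2. At 17 of the 25 genes both exceeded every heterozygous and homozygous library, and wild-type replicate 3 did so at 0 of the 25, although it exceeded every homozygous library at 9. A stress response during dissection of those samples and a biological difference between those embryos both remain open, as untested. Heterozygous replicate 1 had a raised list score of 0.33, against −0.35 and −0.38 in heterozygous replicates 2 and 3. That is above wild-type replicate 3 (−0.36) and below wild-type replicates 1 and 2 (1.23 and 1.06).

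The same explanation was tried for the genes named by the study. Of the 12 without *Lmod2*, wild-type replicate 3 exceeded every homozygous library at 12. In these libraries the decrease of the 12 genes thus did not rest on wild-type replicates 1 and 2 alone. The study's choice of genes drew on replicate 3 too, so that count is not independent evidence. The median of the 13 genes, *Lmod2* included, was −0.65 relative to all genes after GC and length correction, which argues against these properties as the cause. From these libraries alone an effect of the genotype remains a hypothesis for the 12 genes, since the study chose them on the same libraries. The study also reported lower levels of cardiac genes in homozygous hearts by RT-qPCR, in more hearts than were sequenced. It further gave CTCF binding and chromatin contact data near some of the genes. Those measurements were not examined here. For *Lmod2* the wild-type level in replicate 3 was 81.1 TPM, below homozygous replicate 2, so the decrease of its mean may rest on wild-type replicates 1 and 2.

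Interferon-response genes were lower by a median of −1.26 relative to all genes in homozygous against heterozygous hearts, and −0.93 without homozygous replicate 1. Fewer macrophages could give such a difference, but 16 macrophage genes, taken without *Spp1* and *Gpnmb*, lay at 0.20 relative to all genes. Without heterozygous replicate 2 their median was −0.0027, with the interferon-response genes at −1.36, and in the other 5 fits without 1 library it was between 0.13 and 0.26. A macrophage decrease of the size of the interferon difference was thus absent in each of these 6 fits, which argues against it. Differences between litters or mothers in exposure to infection remain open, as does an effect of the genotype, and none was tested.

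Called genes were compared with random draws of the same expression level for their place in the genome. Of 45 placed genes, 3 pairs lay within 200 kb of each other without overlap, against 0.447 in the mean of 10000 draws (one-sided permutation p 0.0122). The pairs were *Serpinb6b* with *Serpinb9* (24.2 kb apart, opposite directions), *Sbk3* with *Zfp579* (12.3 kb, both higher) and *Nmrk2* with *Smim24* (191 kb, opposite directions), named after their values were seen. The draws do not allow for neighbours that are regulated together in any tissue, and 3 pairs are few. A change of domain structure at these places is a candidate explanation that expression alone cannot test. Sequence carried along with the edited allele is argued against for the set, since 43 of the 45 genes lay on other chromosomes or over 20 Mb from *Ctcf*, and the 2 that did not compare with 0.981 drawn (p 0.254). *Acta1*, on chromosome 8 like *Ctcf*, is among those 2, so linked sequence remains open for it.

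The opposite change of *Serpinb6b* and *Serpinb9* was examined for reads shared within the family. The higher share of 31-base words shared with any other gene was 6.83%, at *Serpinb6b*, which argues against shared reads as the cause. In 2 of these 2 genes the 3 genotypes were in order without overlap. A strain variant on chromosome 13 that follows the genotype could give the same order, and it cannot be told apart from an effect of the mutation in these data, as sequence differences were not analysed here. The loss of *Gm12854* and of *Gm13532* is open to a technical reading, as 85.8% and 63.3% of their words occur in other genes, foremost *S100a11* and *Gm8430*. A base difference between embryos in a few positions could shift the assignment of such reads.

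At the 46 called genes the heterozygous change had the sign of the homozygous change at 97.8%. In simulated data sets that shared their wild-type libraries and had no heterozygous change of their own, the upper limit of the range holding 95% of the shares was 79.0%, or 80.3% when the median shift of all genes was added. That argues against the shared libraries as the whole cause if genes vary independently, as they did in the simulation. Deviations of a wild-type library that many genes share were not simulated and could widen the range. An intermediate level in heterozygous hearts remains a hypothesis for these 46 genes, whose calls rest on all 3 wild-type libraries. With median-ratio scaling, genes called without a wild-type library and then set against it shared the sign at 30 of 35 (wild-type replicate 1), 26 of 26 (replicate 2) and 244 of 392 (62.2%, replicate 3), so the share depends on that library.

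At a fold change above 2 and an adjusted p under 0.01, 4 genes were higher and 8 lower in homozygous than in wild-type hearts. Both counts are lower than the values quoted from the study above. Median-ratio scaling brought the total to 19, 5 higher and 14 lower, so a lack of scaling in the TPM values accounts for little of the difference. Among the 13 genes named by the study, only *Acta1*, *Syt7* and *Cnn1* reached a fold change of 2 in mean TPM. Their ratios of homozygous to wild-type mean were 0.350, 0.387 and 0.431. At the others the ratio ran from 0.609 (*Lmod2*) to 0.823 (*Dbi*). The log2 change of *Uqcrh* was at lowest −0.55 over 25 settings. A different test would not by itself bring such genes past the study's criteria. The counts and reads behind the study's values were not analysed here, so the remainder is unexplained.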
